A study of Homo sapiens with 12 samples. Its data were reported in "TGF-β1-dependent expression of FOXS1 attenuates adipogenic potential and enhances a myofibroblast cellular phenotype" (2025).

How the data were processed

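The series holds poly-A RNA sequencing of primary human omental adipocyte stem cells (hASC). Per the labels and the study's methods, cells were starved of serum overnight and then left unstimulated or given TGF-β1 at 1 nM. They were collected after 12 h or 72 h, the longer course with more TGF-β1 at 48 h. Each of the 4 groups has 3 libraries, 12 in all. Whether the medium of the 72 h controls was changed at 48 h is not given in the sources used here.

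The authors mapped the cleaned reads to the human genome GRCh38 with HISAT2 and deposited raw counts per gene and library, without normalization or pooling. The counting program and the version of the gene annotation are not given in the sources used here. Every value in the 12 columns was checked to be a whole number, no pair of libraries was identical, and totals ran from 16.4 to 22.4 M counts. Reads carry no molecular identifiers as far as the sources used here say, so counting intervals and floors cover counting error only. The table lists 58735 genes, of which 27262 had no count in any library. Of the genes tested, 15758 were found by identifier in GENCODE v44, all on the strand the table gives, and 6200 with the same start and end. Coordinates in the text are those of the count table.

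Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups (minimum count 10, minimum total 15), which left 15830 genes, 13137 of them protein coding. Libraries were scaled with TMM factors. A quasi-likelihood negative binomial model with 4 group means was fitted to all 12 libraries at once, so that every comparison uses the same estimate of spread between libraries (common biological coefficient of variation 7.84%). F tests were made of TGF-β1 against control at 12 h and at 72 h, of the difference between those responses, and of 72 h against 12 h controls. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called changed at an adjusted p under 0.05 and a differentially expressed gene (DEG) when it also changed by more than 2-fold. The standard error of a log2 change was taken as its size divided by the square root of F. Levels are TMM-scaled counts per M of the scaled total (CPM) with the SD over 3 libraries. Principal components were computed on log2 counts per M of the scaled total (CPM, prior count 2) of all genes tested, and set tests used the same values. The overlap of DEGs at both times was tested with Fisher's exact test, two-sided, over the genes tested.

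Before the data were examined, 37 gene lists with 834 symbols were fixed, of which 833 were in the table, 2 of them by an older symbol, and 725 were tested. The 2 older symbols were matched after the list results had been seen once, which brought secreted profibrotic mediators at 72 h past the threshold. The lists were SMAD2/3 feedback and direct target genes, TGF-beta ligands, receptors and SMADs, BMP signaling and ID genes, contractile cytoskeleton, fibrillar collagens and matrix proteins, basement membrane, collagen processing and crosslinking, matrix proteases and inhibitors, integrins and focal adhesion, hyaluronan and proteoglycan synthesis, secreted profibrotic mediators, Wnt ligands and targets, YAP/TAZ targets, adipogenic transcription factors, adipocyte lipid genes, cholesterol synthesis and uptake, ABC transporters, chemokines and inflammatory cytokines, NF-kB target and innate sensing genes, interferon-stimulated genes, complement and coagulation, S and G2/M cell cycle genes, cell cycle inhibitors and G1 cyclins, glycolysis and hypoxia response, serine synthesis and ATF4 targets, unfolded protein response and secretory chaperones, osteogenic, chondrogenic and tendon genes, circadian clock, glucocorticoid and FOXO targets, adipose progenitor and universal fibroblast markers, mesothelial, endothelial, macrophage and leukocyte, and pericyte and vascular smooth muscle markers, transcription factors named by the study, members of the FOXS1 expression cluster named by the study, and the forkhead box family. Some genes are in more than 1 list. The lists of ABC transporters, chemokines, NF-kB targets and complement were drawn up in view of the pathways that the study found in these libraries, with members fixed here. Other lists also hold genes that the study names from these libraries. Examples are RUNX2 and SOX9 (osteogenic genes), IL11 and ESM1 (profibrotic mediators), ITGB6 (SMAD2/3 targets), and PPARG, KLF15, EPAS1 and DBP (adipogenic factors). Calls of those lists are not wholly independent evidence at either time. Lists were tested with camera of limma 3.58.1, which compares a list with all other genes, at its preset correlation of 0.01, adjusted over the 37 lists, and again with an estimated correlation. The fry test was run beside it and asks whether a list's own genes move, on balance, in 1 direction. For each list the genes changed were also counted with p-values adjusted over the list alone. Tests of lists for the difference between times and for the controls were not part of the plan fixed beforehand.

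Genes to be named were set by a rule fixed before the data were examined. It takes FOXS1, and at each time the 10 largest rises and 10 largest falls among protein-coding DEGs with a mean of at least 100 counts per library in the higher group and no overlap between treated and control libraries. Per list and time it takes up to 2 changed members that rose and 2 that fell, by lowest p and with a mean of at least 20 counts, or the 2 most abundant members of a list with none changed. It takes the 8 largest positive and 8 largest negative differences between times and the 6 largest rises and falls over time in controls. It adds the myofibroblast and adipogenic genes that the study measured by qPCR, and every transcription factor and FOXS1 cluster member that the study names. Genes of the sex chromosomes that could tell about a donor were left out.

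The method was tested on simulated data with known changes, drawn from the mean profile of the libraries and the fitted spread of each gene. At 12 h it recovered 67.2%, 82.1% and 98.5% of genes changed 1.5-fold, 2-fold and 4-fold, and 73.1%, 86.6% and 100% at 72 h, while 0.0832% and 0.0320% of unchanged genes were called changed. Those shares are by adjusted p alone. With the 2-fold threshold of a DEG added, 1.49%, 49.3% and 98.5% were called at 12 h and 1.49%, 50.7% and 100% at 72 h. A list of changed genes was called and none of 50 lists of unchanged genes was. The draw rests on the spread of each gene alone, so these lists do not test the effect of correlation between genes. In the data an estimated correlation cut the lists called from 17 to 9 at each time. Only 67, 67 and 66 genes were changed 1.5-fold, 2-fold and 4-fold, against 3753 and 2310 called in the data. The shares were not split by count, so they need not hold for genes with few reads.

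Alternatives were DESeq2 1.42.0 and limma-voom in place of edgeR, upper-quartile and relative log expression factors and library size alone in place of TMM, no filter and a mean of at least 50 counts, protein-coding genes only, a test against a 2-fold change (glmTreat), no fold threshold, a block for the replicate number, fits to only the 6 libraries compared, and leaving out each library in turn. Leaving out the third control library of both times and DESeq2 at its default level of 0.1 for its own filter were chosen after the data were seen. Other splits of the libraries into groups of the same sizes were counted, 10 for 6 libraries and 100 drawn with a fixed seed otherwise. The gene length column was used only to check length bias, where rank correlations of log2 change with length across genes, which are not independent, lay between 0.000460 and 0.0323. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.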

Results

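RNA was measured in hASC, adipocyte stem cells grown from human omental fat, which were left unstimulated or given 1 nM TGF-β1, a cytokine that turns fibroblasts into contractile, matrix-producing myofibroblasts. Cells were collected at 12 h or at 72 h, with TGF-β1 given again at 48 h in the longer course. Each of the 4 groups had 3 libraries, and each time had its own controls. Nothing in the sources used here says whether the 3 replicates were separate cultures or donors, so every p measures only the spread between these libraries. The total count was 19.5, 18.5 and 22.4 M (1 M = 1e06) in the 12 h controls and 17.6, 19.6 and 17.9 M with TGF-β1 at 12 h. It was 18.8, 17.9 and 18.4 M in the 72 h controls and 16.4, 17.8 and 16.6 M with TGF-β1 at 72 h.

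In a principal component analysis of all 15830 genes tested, the leading component (49.5% of the variance) parted the times and the next (15.9%) parted TGF-β1 from control libraries. FN1, which encodes fibronectin, took 2.88% ± 0.0539 of the counts in 12 h controls, 3.28% ± 0.157 with TGF-β1 at 12 h, 6.19% ± 0.197 in 72 h controls and 8.66% ± 0.151 with TGF-β1 at 72 h (SD, n = 3). Mitochondrial transcripts took 4.90% ± 0.804, 4.44% ± 0.234, 4.11% ± 0.471 and 3.90% ± 0.0844 of the counts in the same order (SD, n = 3). The third control library had the highest mitochondrial share of its group at both times, 5.83% at 12 h and 4.66% at 72 h.

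**Figure D1:**
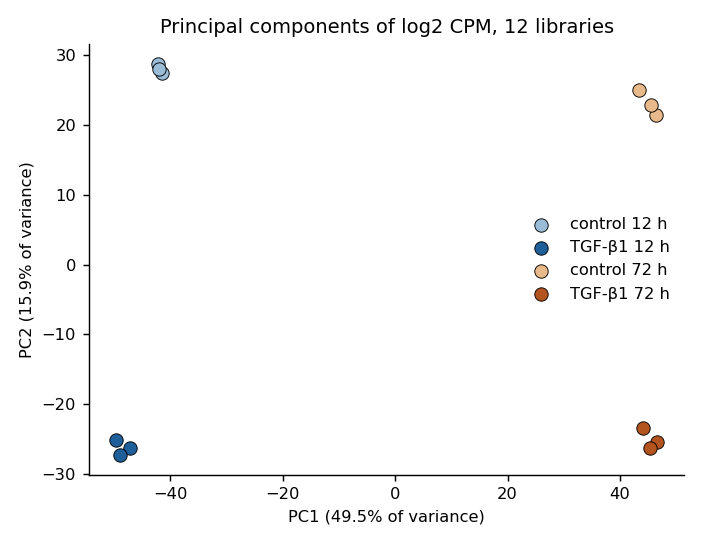
Scores of the 12 libraries on the leading components of log2 CPM over all 15830 genes tested; each point is 1 library, coloured by group. Libraries part by time along the horizontal axis (49.5% of the variance) and by TGF-β1 along the vertical axis (15.9%).

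FOXS1, the forkhead transcription factor at the centre of the study, rose with TGF-β1 at both times, but from control levels that themselves differed. At 12 h it rose 6.27-fold, from 2.92 ± 0.641 to 18.3 ± 2.04 CPM (counts per M, normalised; SD, n = 3; log2 2.65 ± 0.20 SE, edgeR adjusted p = 7.1e-12). At 72 h it rose 6.62-fold, from 0.298 ± 0.172 to 2.03 ± 0.673 CPM (log2 2.73 ± 0.38 SE, adjusted p = 1.8e-06). In unstimulated cells it fell by 3.25 ± 0.34 on the log2 scale between 12 h and 72 h (adjusted p = 2.4e-09). The test of a difference in response between times did not pass (0.08 ± 0.37, adjusted p = 0.945). All 3 treated libraries stood above all 3 controls at each time. The reads behind these values were 55, 75 and 64 in 12 h controls, 300, 360 and 380 with TGF-β1 at 12 h, 9, 3 and 4 in 72 h controls, and 28, 23 and 41 with TGF-β1 at 72 h. Among 72 h controls replicate 1 stood at 0.494 CPM, against 0.173 and 0.225 in replicates 2 and 3. The size of the rise at 72 h therefore depends on few control reads, most of them from replicate 1. The level with TGF-β1 at 72 h differed from that of 12 h controls by -0.52 ± 0.25 on the log2 scale, which did not pass (adjusted p = 0.0826), a contrast chosen after the data were seen. FOXS1 (ENSG00000179772) lies on the minus strand of chromosome 20 of GRCh38, from 31844301 to 31845619, as a gene with 1 exon.

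**Figure D2:**
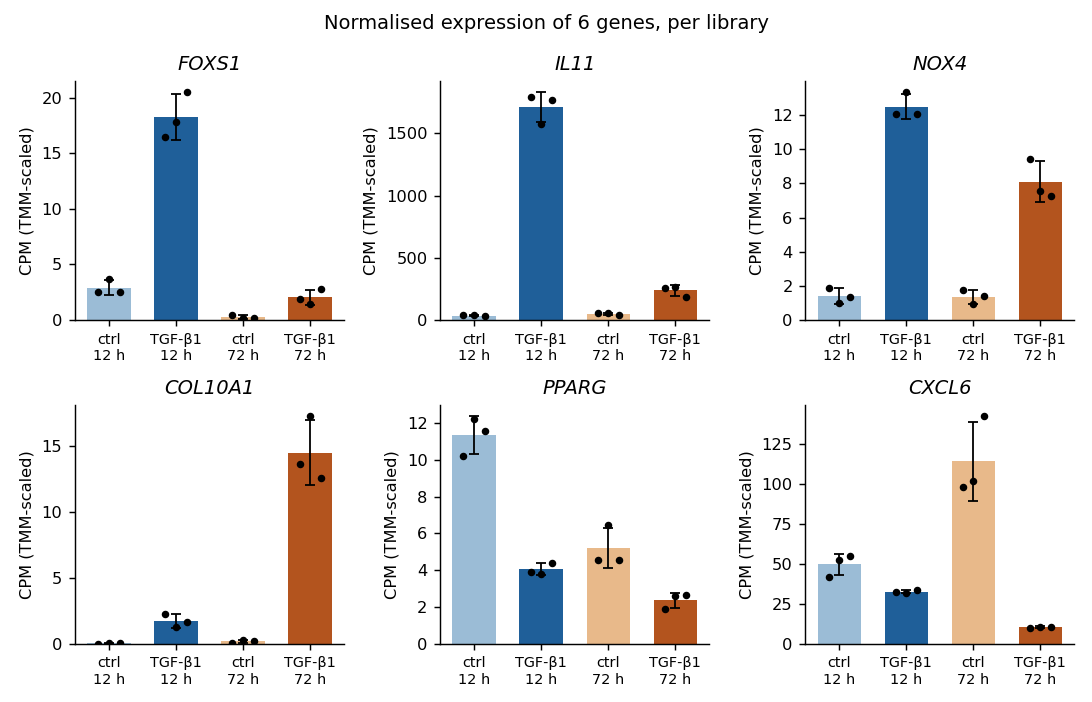
Normalised counts per M of total (CPM) of FOXS1, IL11, NOX4, COL10A1, PPARG and CXCL6 in the 4 groups; bars are means, whiskers the SD over 3 libraries and points the libraries, with each vertical axis starting at 0. FOXS1 rose with TGF-β1 at both times from a lower control level at 72 h, and PPARG fell at both times.

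The comparison at 12 h addressed which genes answered to acute TGF-β1. Lists of genes for profibrotic mediators, secretory chaperones and cartilage and bone were called upward, and those for chemokines, complement and NF-kB targets downward. IL11, a cytokine of activated fibroblasts, rose 47.2-fold, from 36.3 ± 2.73 to 1710 ± 118 CPM (SD, n = 3; edgeR adjusted p = 1.3e-25). Of the genes tested, 599 passed an adjusted p of 0.05 with more than a 2-fold change, 255 higher and 344 lower with TGF-β1. Such genes are called DEGs here, and "rose" and "fell" mean an adjusted p under 0.05 at any size. At any size 1874 genes rose and 1879 fell, together 23.7% of those tested. Scaled by library size alone, which moved the median of all genes to -0.11, the split was 211 higher and 465 lower.

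Among abundant protein-coding DEGs whose treated and control libraries did not overlap, which chance gives for 10% of genes, the largest rises besides IL11 included the matrix protein CILP (log2 5.62 ± 0.44 SE), the sialyltransferase ST6GAL2 (3.86 ± 0.23), the tetraspanin TSPAN2 (3.73 ± 0.15), the ligand WNT9A (3.33 ± 0.18) and the hydrogen peroxide-producing oxidase NOX4 (3.15 ± 0.22). The largest falls included the membrane scaffold ANK3 (-2.93 ± 0.12), the adhesion receptor VCAM1 (-2.76 ± 0.16), VWA5A (-2.46 ± 0.32), the matrix protein TNXB (-2.22 ± 0.08), the histone deacetylase HDAC9 (-2.21 ± 0.18), the pattern-recognition molecule PTX3 (-2.20 ± 0.07) and the caveolar protein CAVIN2 (-2.14 ± 0.15). A value after ± beside a log2 change is the SE of the fit to all 12 libraries.

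Among 20 SMAD2/3 feedback and direct target genes, 14 rose, 3 fell and 3 did not pass (15 and 3 adjusted over the list alone; list adjusted p = 3.6e-08, and 0.0122 with an estimated correlation). PMEPA1, a feedback inhibitor of TGF-β signalling, rose by 2.21 ± 0.07 and the cell cycle inhibitor CDKN2B by 2.13 ± 0.09, while the chromatin protein HMGA2 fell (-0.59 ± 0.08). Of secreted profibrotic mediators, 15 of 20 rose, 1 fell and 4 did not pass (17 and 1 adjusted over the list alone), with a list median of 0.97 (adjusted p = 3.2e-14, and 0.0115 with an estimated correlation). IL11 and NOX4 are among them, while the growth factor HGF fell (-1.61 ± 0.30). Of contractile cytoskeleton genes, 19 of 30 rose, 4 fell and 7 did not pass (20 and 4 adjusted over the list alone), and the list was called upward (adjusted p = 1.1e-06), though adjusted p = 0.213 with an estimated correlation. The actin-binding genes TPM1 (1.00 ± 0.05) and CSRP1 (1.10 ± 0.05) rose and the kinase gene MYLK fell (-0.57 ± 0.05). ACTA2, the smooth muscle actin used to mark myofibroblasts, was higher by only 0.25 ± 0.09 (adjusted p = 0.0442). Its call ended without any of the TGF-β1 libraries of 12 h (adjusted p = 0.0543, 0.125 and 0.108 without replicates 1, 2 and 3) or without 12 h control replicate 1 (0.0942) or 3 (0.106). It also ended with DESeq2 on all 12 libraries (0.183), limma-voom (0.0560), upper-quartile factors (0.0721), library size alone (0.266) and a mean of at least 50 counts (0.0548), within a range of 0.00104 to 0.266 over all settings. TAGLN, a neighbour of ACTA2 in the contractile apparatus, was higher by 0.22 ± 0.07 (adjusted p = 0.0142), a call that ended without 12 h control replicate 3 (0.0872) or TGF-β1 replicate 3 (0.0784), with DESeq2 on all 12 libraries (0.0759) and with library size alone (0.215), within a range of 6.6e-05 to 0.215.

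Of fibrillar collagens and matrix proteins, 17 of 35 rose, 7 fell and 11 did not pass (17 and 9 adjusted over the list alone), with a median of 0.13 (adjusted p = 0.0110), though adjusted p = 0.301 with an estimated correlation and 0.0537 without the third control library of both times. COL7A1, the collagen of anchoring fibrils, rose by 1.75 ± 0.07 and the matrix glycoprotein TNC by 1.54 ± 0.06, while COL12A1 fell (-0.36 ± 0.04). AEBP1 rose by 0.64 ± 0.05, FN1 by 0.29 ± 0.04 and COL1A1 by 0.13 ± 0.04, the last losing its call under scaling by library size alone (adjusted p = 0.623, within a range of 5.0e-05 to 0.623 over all settings). COL3A1 did not pass (-0.07 ± 0.04, adjusted p = 0.202) except under library size alone (6.9e-04) and without the third control library of both times (0.0202). Of basement membrane genes, 2 of 15 rose, 6 fell and 7 did not pass (2 and 8 adjusted over the list alone), among which COL4A1 (0.46 ± 0.05) rose and LAMA5 (-0.71 ± 0.08) fell. That list was called downward (adjusted p = 0.0401), though adjusted p = 0.465 with an estimated correlation. Its call ended at a mean of at least 50 counts (0.0507), with a replicate block (0.0688), without 12 h control replicate 1 (0.0977) or 2 (0.142), without any TGF-β1 replicate of 12 h (0.0594, 0.0673 and 0.0575 for replicates 1, 2 and 3) and without TGF-β1 replicate 1 or 2 of 72 h (0.0538 and 0.0513).

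Osteogenic, chondrogenic and tendon genes were called upward, and 8 of 16 rose, 0 fell and 8 did not pass (8 and 1 adjusted over the list alone, adjusted p = 1.0e-04, and 0.0138 with an estimated correlation), among them CILP and PRG4 (1.67 ± 0.08), a lubricating proteoglycan. Unfolded protein response and secretory chaperone genes were called upward too, and 16 of 22 rose, 0 fell and 6 did not pass (19 and 0 adjusted over the list alone, median 0.23; adjusted p = 1.7e-09, and 0.0117 with an estimated correlation). The chaperone HSPA5 rose by 0.62 ± 0.05 and EDEM1, which sorts misfolded proteins for degradation, by 0.64 ± 0.06. For serine synthesis and ATF4 targets, 11 of 20 rose, 1 fell and 8 did not pass (12 and 1 adjusted over the list alone, adjusted p = 2.9e-05), though adjusted p = 0.128 with an estimated correlation. Both chains of an amino acid transporter, SLC7A5 (1.26 ± 0.05) and SLC3A2 (0.77 ± 0.06), rose.

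Several lists of inflammatory genes were called downward at 12 h, with members that went either way or did not pass. For chemokines and inflammatory cytokines, 3 of 27 rose, 11 fell and 13 did not pass (3 and 12 adjusted over the list alone, median -0.61, adjusted p = 0.00239, and 0.0270 with an estimated correlation). IL6 (-0.78 ± 0.06) and the neutrophil attractant CXCL1 (-1.40 ± 0.12) fell, but IL33 (1.18 ± 0.07) and CCL20 (1.56 ± 0.36) rose. For NF-kB target and innate sensing genes, 3 of 24 rose, 13 fell and 8 did not pass (4 and 13 adjusted over the list alone, adjusted p = 6.7e-04, and 0.0204 with an estimated correlation), with VCAM1 and the interleukin-1 receptor IL1R1 (-1.39 ± 0.07) lower and the prostaglandin synthesis genes PTGS2 (1.30 ± 0.07) and PTGES (1.10 ± 0.08) higher. For complement and coagulation, 3 of 23 rose, 11 fell and 9 did not pass (3 and 14 adjusted over the list alone, adjusted p = 0.00168, and 0.0270 with an estimated correlation), where the plasminogen activator PLAT fell (-1.57 ± 0.07). For ABC transporters, 1 of 16 rose, 8 fell and 7 did not pass (1 and 8 adjusted over the list alone, adjusted p = 6.3e-04, and 0.0398 with an estimated correlation), with ABCA6 (-1.44 ± 0.10) and ABCA8 (-1.09 ± 0.07) lower. The lists of chemokines, NF-kB targets, complement and ABC transporters were drawn up in view of the pathways that the study found in these libraries, so they are not independent evidence of direction. For interferon-stimulated genes, 0 of 31 rose, 13 fell and 18 did not pass (0 and 13 adjusted over the list alone, adjusted p = 3.1e-04), though adjusted p = 0.0976 with an estimated correlation, and IFIT3 fell (-1.73 ± 0.17).

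Genes of the S and G2/M phases of the cell cycle were called downward (median -0.42, adjusted p = 3.3e-08), though adjusted p = 0.0782 with an estimated correlation. Of 36 members 0 rose, 26 fell and 10 did not pass (1 and 29 adjusted over the list alone). TOP2A, the topoisomerase of dividing cells, fell by 0.70 ± 0.08 and the kinetochore gene CENPF by 0.72 ± 0.09. Among adipogenic transcription factors, 4 of 24 rose, 10 fell and 10 did not pass (4 and 10 adjusted over the list alone, adjusted p = 0.0330), though adjusted p = 0.229 with an estimated correlation and 0.123 without 12 h control replicate 2. PPARG, the master regulator of fat cell formation, fell from 11.3 ± 1.04 to 4.04 ± 0.326 CPM (SD, n = 3; log2 -1.49 ± 0.18 SE, adjusted p = 1.0e-07). CEBPD (-0.99 ± 0.10) and STAT5A (-0.60 ± 0.12) fell, and CEBPB did not pass (0.10 ± 0.07). CEBPA, PLIN1, FABP4 and ADIPOQ had too few counts to be tested.

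Transcription factors moved in both directions. By the annotation of the count table, 24 of 1105 tested factors were DEGs at 12 h. Of the 29 factors named by the study, 14 rose, 13 fell and 2 did not pass at 12 h (14 and 13 adjusted over the list alone; list adjusted p = 0.999), a list chosen on these libraries and not independent evidence. The tendon factor SCX (2.28 ± 0.28) and the zinc finger gene SP6 (2.84 ± 0.37) rose, and SMAD3, a transducer of TGF-β signalling, fell (-1.88 ± 0.06). All 5 genes of the FOXS1 expression cluster that the study names rose (5 and 0 adjusted over the list alone; median 3.11, adjusted p = 1.6e-08, and 0.00973 with an estimated correlation). That list holds only the cluster members named in the text of the study, not the whole cluster, and they were picked for a rise in these libraries, so the choice fixes the outcome and it is not independent evidence. In the forkhead box family, 7 of 21 rose, 4 fell and 10 did not pass (7 and 4 adjusted over the list alone, adjusted p = 0.0221), though adjusted p = 0.0780 with an estimated correlation, 0.0641 at a mean of at least 50 counts and 0.0537 without the third control library of both times. FOXC1 rose by 1.38 ± 0.12 and FOXL1 fell (-0.69 ± 0.10).

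The other 20 lists were not called at 12 h, and their counts are given with those adjusted over the list alone and the list's adjusted p in parentheses. For TGF-beta ligands, receptors and SMADs, 8 rose and 6 fell of 23 (9 and 6, adjusted p = 0.345). For BMP signaling and ID genes, 5 rose and 8 fell of 24 (5 and 8, adjusted p = 0.325). For Wnt ligands and targets, 8 rose and 6 fell of 23 (8 and 6, adjusted p = 0.119), a list called under scaling by library size alone (0.0358). For collagen processing and crosslinking, 8 rose and 3 fell of 21 (9 and 5, adjusted p = 0.212). For matrix proteases and inhibitors, 10 rose and 6 fell of 26 (10 and 7, adjusted p = 0.265). For integrins and focal adhesion, 8 rose and 4 fell of 23 (9 and 5, adjusted p = 0.435). For hyaluronan and proteoglycan synthesis, 8 rose and 6 fell of 26 (8 and 6, adjusted p = 0.131). For YAP/TAZ targets, 6 rose and 4 fell of 16 (6 and 6, adjusted p = 0.905). For adipocyte lipid genes, 7 rose and 5 fell of 23 (7 and 5, adjusted p = 0.435). For cholesterol synthesis and uptake, 6 rose and 1 fell of 20 (6 and 1, adjusted p = 0.152). For cell cycle inhibitors and G1 cyclins, 4 rose and 4 fell of 17 (4 and 5, adjusted p = 0.960). For glycolysis and hypoxia response, 4 rose and 6 fell of 29 (5 and 7, adjusted p = 0.905). For the circadian clock, 4 rose and 4 fell of 16 (4 and 4, adjusted p = 0.718). For glucocorticoid and FOXO targets, 6 rose and 8 fell of 18 (6 and 8, adjusted p = 0.933). For adipose progenitor markers, 5 rose and 8 fell of 20 (5 and 8, adjusted p = 0.248). For mesothelial markers, 3 rose and 5 fell of 13 (3 and 5, adjusted p = 0.435). For endothelial markers, 0 rose and 2 fell of 9 (0 and 3, adjusted p = 0.194). For pericyte markers, 2 rose and 2 fell of 11 (2 and 2, adjusted p = 0.568). CSF1R, the only macrophage and leukocyte marker with enough counts to be tested, did not pass (0.39 ± 0.22; 0 and 0 adjusted over the list alone; list adjusted p = 0.406). Within these lists the activin gene INHBA (2.05 ± 0.05), BMP2 (2.03 ± 0.11), WNT5B (1.51 ± 0.08), the hyaluronan synthase HAS1 (3.11 ± 0.13) and the insulin signalling gene IRS2 (1.45 ± 0.09) rose, and the caveolar gene CAV1 (-1.21 ± 0.05) and the progenitor receptor PDGFRA (-0.86 ± 0.06) fell. Median, mean and test differed in sign for TGF-beta ligands, proteases, YAP/TAZ targets, adipocyte lipid genes, G1 cyclins, glycolysis and glucocorticoid targets.

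The comparison at 72 h addressed the response to longer, repeated TGF-β1. Lists of genes for SMAD targets, cartilage and bone, and cholesterol synthesis were called upward, and those for chemokines, complement, NF-kB targets and fibroblast progenitors downward. COL10A1, a collagen of hypertrophic cartilage, rose by 6.22 ± 0.49 on the log2 scale, from 10 reads in the 3 controls to 665 in the 3 treated libraries, and CXCL6, a neutrophil attractant, fell from 114 ± 24.7 to 10.5 ± 0.400 CPM (SD, n = 3; edgeR adjusted p = 8.9e-20). In all 466 genes were DEGs, 198 higher and 268 lower. At any size 1119 genes rose and 1191 fell, together 14.6% of those tested. Scaled by library size alone, which moved the median of all genes to -0.11, the split was 164 higher and 346 lower.

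By the same selection the largest rises at 72 h included ST6GAL2 (log2 4.55 ± 0.25 SE), the ligand WNT11 (4.23 ± 0.22), GPRIN3 (2.73 ± 0.22), NOX4 (2.56 ± 0.24), the cartilage matrix gene COMP (2.43 ± 0.13), IL11 (2.31 ± 0.10) and HAS1 (2.20 ± 0.16). The largest falls included AADAC (-4.69 ± 0.33), an enzyme that cleaves esters, the serine protease inhibitor SERPINB2 (-3.85 ± 0.14), TNXB (-3.31 ± 0.09), CXCL1 (-2.90 ± 0.12), ENPP2 (-2.77 ± 0.14), which makes lysophosphatidic acid, PLEKHG4 (-2.86 ± 0.17), and a retinoic acid-making and a retinoic acid-degrading enzyme, ALDH1A3 (-2.91 ± 0.10) and CYP26B1 (-2.71 ± 0.18). Leaving out 1 library moved the change of AADAC to -4.08 and -5.28 (without TGF-β1 replicates 2 and 3 of 72 h), with its call kept.

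SMAD2/3 feedback and direct target genes were called upward again, and 11 of 20 rose, 2 fell and 7 did not pass (11 and 2 adjusted over the list alone, median 0.50, adjusted p = 7.8e-08, and 0.00933 with an estimated correlation), among them CDKN2B (1.74 ± 0.09) and the secreted matrix protein TGFBI (0.81 ± 0.04). In the contractile cytoskeleton, 15 of 30 rose, 1 fell and 14 did not pass (17 and 2 adjusted over the list alone, adjusted p = 2.0e-06), though adjusted p = 0.218 with an estimated correlation. TPM1 (0.66 ± 0.05) and PALLD (0.66 ± 0.05), which organise actin fibres, rose and MYH10 fell (-0.44 ± 0.05). ACTA2 rose by 0.36 ± 0.09 (adjusted p = 0.00344), a call that DESeq2 did not give on the 6 libraries compared (0.251) or on all 12 at its default level (0.0537, within a range of 4.7e-07 to 0.264 over all settings). TAGLN did not pass (0.19 ± 0.07, adjusted p = 0.0604), but did without 72 h control replicate 1 (0.0274) or 2 (0.0354), 12 h control replicate 3 (0.0162) or TGF-β1 replicate 3 of 72 h (0.0293). It passed too with a replicate block (0.0136), only the 6 libraries compared (0.0448), limma-voom (0.0458) and no filter (0.00565), within a range of 0.00565 to 0.483. For fibrillar collagens and matrix proteins, 18 of 35 rose, 11 fell and 6 did not pass (18 and 11 adjusted over the list alone, adjusted p = 0.00165), though adjusted p = 0.217 with an estimated correlation. COL7A1 (1.54 ± 0.07), AEBP1 (0.72 ± 0.05), FN1 (0.59 ± 0.04) and COL1A1 (0.26 ± 0.04) rose, while COL3A1 (-0.29 ± 0.04) and the elastic fibre gene FBLN1 (-0.97 ± 0.07) fell.

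Osteogenic, chondrogenic and tendon genes were called upward (median 0.86, adjusted p = 6.2e-07, and 0.00331 with an estimated correlation). Of 16 members 10 rose, 1 fell and 5 did not pass (10 and 1 adjusted over the list alone). RUNX2 (1.10 ± 0.10), a bone-forming transcription factor, and SOX9 (1.01 ± 0.12), its cartilage counterpart, were among those that rose. The study names both as changed in these libraries, so the call of this list is not wholly independent evidence. In cholesterol synthesis and uptake, 14 of 20 rose, 0 fell and 6 did not pass (16 and 0 adjusted over the list alone, median 0.34, adjusted p = 6.4e-09, and 0.00136 with an estimated correlation), including the sterol sensor partner INSIG1 (0.92 ± 0.07). For matrix proteases and inhibitors, 11 of 26 rose, 5 fell and 10 did not pass (13 and 6 adjusted over the list alone, adjusted p = 0.0293), though adjusted p = 0.134 with an estimated correlation. That call ended without TGF-β1 replicate 2 (0.0736) or 3 (0.0603) of 72 h. The protease genes PLAU (1.58 ± 0.09) and ADAMTS4 (1.68 ± 0.11) rose and PLAT (-2.32 ± 0.08) and ADAMTS1 (-1.29 ± 0.05) fell. For secreted profibrotic mediators, 8 of 20 rose, 5 fell and 7 did not pass (10 and 5 adjusted over the list alone, median 0.21, adjusted p = 0.0231), though adjusted p = 0.232 with an estimated correlation. This list passed the threshold only after the 2 older symbols were matched, a step taken once list results had been seen. It lost its call without 72 h control replicate 3 (0.0583) or TGF-β1 replicate 1 (0.0636), without the third control library of both times (0.0789) and at a mean of at least 50 counts (0.0658), and HGF (-1.92 ± 0.34) and FGF2 (-0.52 ± 0.05) fell in it while IL11 rose. For unfolded protein response and secretory chaperones, 8 of 22 rose, 0 fell and 14 did not pass (9 and 0 adjusted over the list alone), and the median of 0.09 (adjusted p = 0.00714) turned to -0.02 under scaling by library size alone (adjusted p = 0.219). That list gave adjusted p = 0.143 with an estimated correlation, and DNAJB9 rose by 0.40 ± 0.08.

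Several lists of inflammatory genes were called downward at 72 h too. Among chemokines and inflammatory cytokines, 0 of 27 rose, 14 fell and 13 did not pass (3 and 16 adjusted over the list alone, median -0.86, adjusted p = 1.3e-09, and 0.00136 with an estimated correlation). Among complement and coagulation genes, 1 of 23 rose, 14 fell and 8 did not pass (1 and 15 adjusted over the list alone, median -0.69, adjusted p = 1.2e-11, and 0.00136 with an estimated correlation), and C3, the central complement component, fell (-1.13 ± 0.05). Among NF-kB target and innate sensing genes, 1 of 24 rose, 13 fell and 10 did not pass (1 and 14 adjusted over the list alone, adjusted p = 6.4e-09, and 0.00136 with an estimated correlation), with PTX3 (-2.39 ± 0.07), IL1R1 (-2.21 ± 0.08) and VCAM1 (-2.67 ± 0.15) lower. Among ABC transporters, 0 of 16 rose, 6 fell and 10 did not pass (0 and 6 adjusted over the list alone, adjusted p = 7.0e-04, and 0.0438 with an estimated correlation), with ABCA9 (-2.07 ± 0.10) lower. These lists were drawn up in view of the study's results, so they are not independent evidence of direction. Among interferon-stimulated genes, 1 of 31 rose, 8 fell and 22 did not pass (2 and 10 adjusted over the list alone, adjusted p = 0.0227), though adjusted p = 0.232 with an estimated correlation. That call ended without 72 h control replicate 2 (0.0526) or TGF-β1 replicate 2 (0.111), without the third control library of both times (0.0531) and with library size alone (0.0889). BST2, which tethers budding viruses, fell (-0.71 ± 0.11).

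Adipose progenitor and universal fibroblast markers were called downward, and 4 of 20 rose, 11 fell and 5 did not pass (4 and 11 adjusted over the list alone, adjusted p = 0.00138, and 0.0438 with an estimated correlation). DPP4 (-1.59 ± 0.07), a peptidase that marks early progenitors, and CLDN11 (-1.91 ± 0.07) fell, and PI16 rose (0.39 ± 0.07). For adipogenic transcription factors, 2 of 24 rose, 10 fell and 12 did not pass (3 and 12 adjusted over the list alone, adjusted p = 0.00152), though adjusted p = 0.115 with an estimated correlation. PPARG fell from 5.2 ± 1.10 to 2.36 ± 0.410 CPM (SD, n = 3; log2 -1.13 ± 0.21 SE, adjusted p = 1.6e-04), CEBPD fell (-0.58 ± 0.09) and CEBPB did not pass (-0.13 ± 0.07, adjusted p = 0.265) except with library size alone (0.0179) and without the third control library of both times (0.00518). STAT5A did not pass (-0.34 ± 0.12, adjusted p = 0.0642) except without TGF-β1 replicate 3 of 72 h (0.0235) or with library size alone (0.00852), within a range of 0.00852 to 0.253. Among S and G2/M genes, 2 of 36 rose, 10 fell and 24 did not pass (2 and 14 adjusted over the list alone, adjusted p = 0.00677), though adjusted p = 0.316 with an estimated correlation and 0.0526 without 72 h control replicate 2. KIF20A, a motor protein of cell division, fell (-0.85 ± 0.12).

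By the annotation of the count table, 14 of 1105 transcription factors were DEGs at 72 h, 30 at either time and 8 at both. Of the 29 factors named by the study, 10 rose, 10 fell and 9 did not pass at 72 h (11 and 10 adjusted over the list alone; list adjusted p = 0.904), not independent evidence. SCX (1.46 ± 0.32) and ZNF365 (1.72 ± 0.34) rose, and SMAD3 (-1.81 ± 0.06), OSR1 (-1.63 ± 0.12) and EPAS1 (-1.22 ± 0.05), a hypoxia-inducible factor, fell. In the FOXS1 expression cluster, 3 of 5 rose, 0 fell and 2 did not pass (3 and 0 adjusted over the list alone, adjusted p = 7.0e-04, and 0.0264 with an estimated correlation), again a partial list picked for a rise in these libraries and not independent evidence. WNT9A (0.58 ± 0.32) and the endothelial proteoglycan ESM1 (-0.18 ± 0.15) did not pass.

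The other 20 lists were not called at 72 h and are given in the same form. For TGF-beta ligands, receptors and SMADs, 6 rose and 8 fell of 23 (7 and 8, adjusted p = 0.859). For BMP signaling and ID genes, 8 rose and 5 fell of 24 (9 and 6, adjusted p = 0.174). For Wnt ligands and targets, 9 rose and 4 fell of 23 (10 and 7, adjusted p = 0.0783), a list called without TGF-β1 replicate 3 of 72 h (0.0372) or with library size alone (0.0174). For basement membrane, 4 rose and 7 fell of 15 (4 and 7, adjusted p = 0.0893). For collagen processing and crosslinking, 8 rose and 3 fell of 21 (10 and 5, adjusted p = 0.0696). For integrins and focal adhesion, 7 rose and 4 fell of 23 (7 and 5, adjusted p = 0.429). For hyaluronan and proteoglycan synthesis, 11 rose and 7 fell of 26 (12 and 8, adjusted p = 0.496). For YAP/TAZ targets, 4 rose and 3 fell of 16 (4 and 4, adjusted p = 0.904). For adipocyte lipid genes, 6 rose and 4 fell of 23 (6 and 5, adjusted p = 0.516). For cell cycle inhibitors and G1 cyclins, 3 rose and 2 fell of 17 (4 and 2, adjusted p = 0.180). For glycolysis and hypoxia response, 2 rose and 6 fell of 29 (4 and 6, adjusted p = 0.290). For serine synthesis and ATF4 targets, 2 rose and 3 fell of 20 (2 and 4, adjusted p = 0.426). For the circadian clock, 3 rose and 6 fell of 16 (3 and 7, adjusted p = 0.0987). For glucocorticoid and FOXO targets, 4 rose and 5 fell of 18 (4 and 6, adjusted p = 0.834). For the forkhead box family, 5 rose and 2 fell of 21 (6 and 2, adjusted p = 0.102). For mesothelial markers, 3 rose and 3 fell of 13 (3 and 4, adjusted p = 0.680). For endothelial markers, 0 rose and 0 fell of 9 (0 and 0, adjusted p = 0.755). For pericyte markers, 3 rose and 2 fell of 11 (4 and 2, adjusted p = 0.466). CSF1R, the only macrophage and leukocyte marker tested, did not pass (0.70 ± 0.27; 1 and 0 adjusted over the list alone; list adjusted p = 0.134). In these lists THBS1, an activator of latent TGF-β (1.39 ± 0.04), ID3 (1.03 ± 0.07), the proteoglycan SDC1 (2.07 ± 0.08) and the fatty acid desaturase SCD (1.08 ± 0.06) rose, and the lipid droplet gene PLIN2 (-1.40 ± 0.05), the carbonic anhydrase CA12 (-1.50 ± 0.06) and the mesothelial gene LRRN4 (-2.83 ± 0.24) fell. Median, mean and test differed in sign for TGF-beta ligands, BMP signaling, integrins, hyaluronan, YAP/TAZ targets, adipocyte lipid genes, glycolysis, glucocorticoid targets and endothelial markers.

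**Figure D3:**
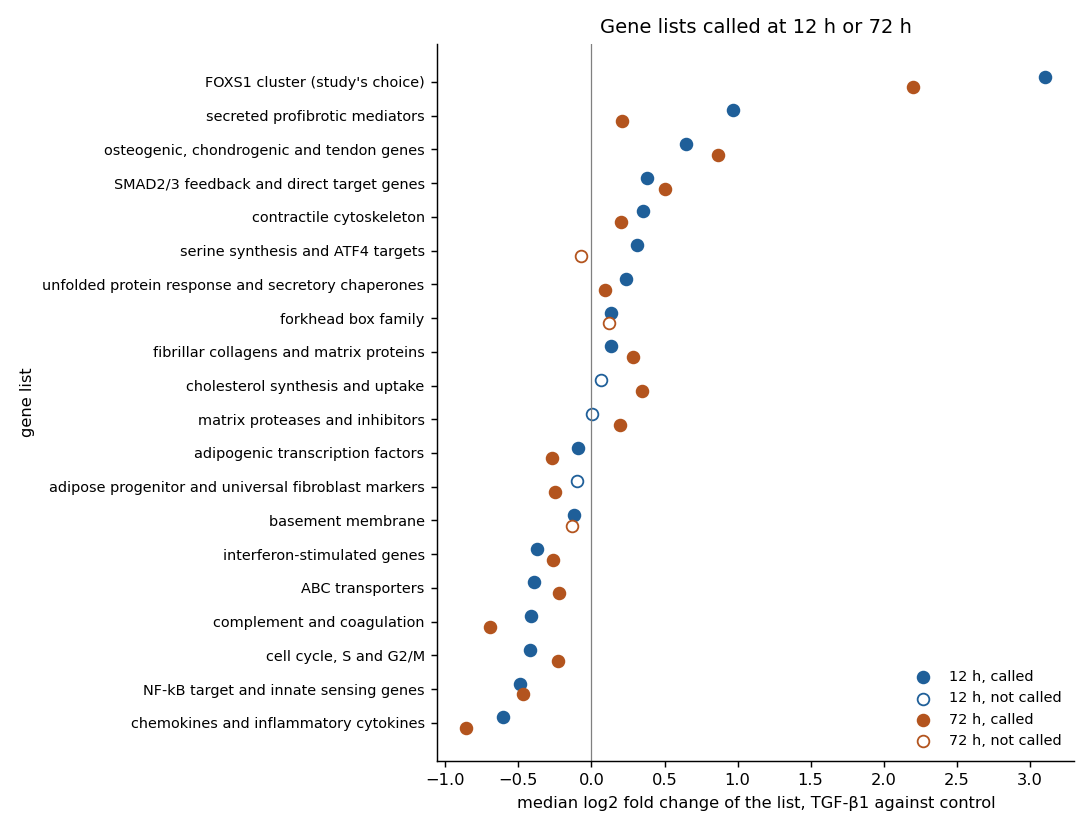
Median log2 change with TGF-β1 of the tested members of 20 of the fixed gene lists at 12 h and 72 h, 1 pair of points per list. Secreted profibrotic mediators had a median of 0.97 at 12 h and 0.21 at 72 h, and chemokines -0.61 and -0.86. Scaling by library size alone moved the median of all genes at 72 h to -0.11. The small positive median of secretory chaperones at 72 h turned negative with it, so that change of sign is not particular to this list.

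The DEGs of both times overlapped. Of 852 genes that were DEGs at either time, 213 were DEGs at both, where 17.6 would be shared by chance (odds ratio 32.6, Fisher's exact test, two-sided, p = 2.1e-186, across genes that are not independent). Among the shared genes 97 rose at both times, 3.19 by chance, and 114 fell at both, 5.82 by chance. The remaining pair, the thyroid hormone-activating enzyme gene DIO2 and the osteoclast receptor gene SIGLEC15, went in opposite directions and were named after their values were seen. Another 386 genes were DEGs at 12 h and not at 72 h, and the test of the difference between times gave an adjusted p under 0.05 for 139 of them. Of 253 DEGs at 72 h and not at 12 h, 107 passed that test, and of the 213 shared genes 42 did.

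**Figure D4:**
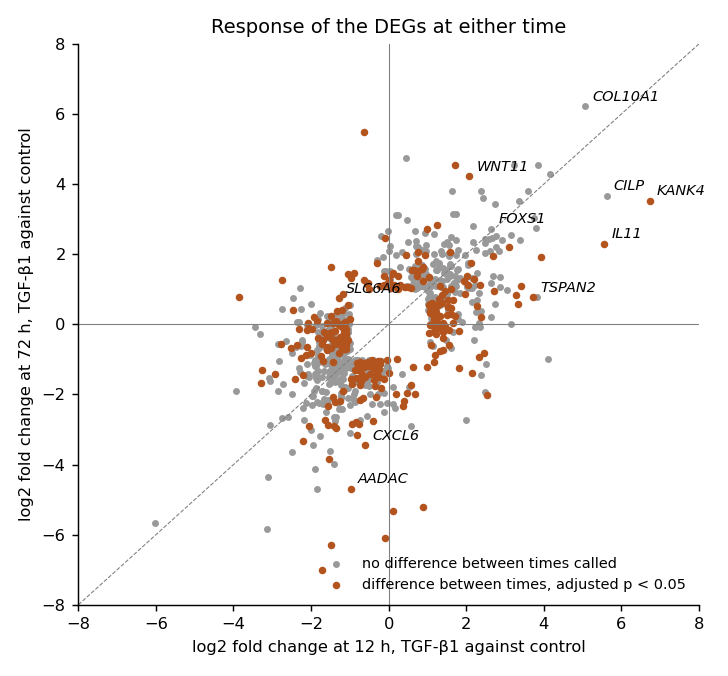
Log2 change with TGF-β1 at 12 h (horizontal axis) and 72 h (vertical axis) for the 852 genes that were DEGs at either time; orange points passed an adjusted p of 0.05 for the difference between times. Fitted changes of genes with no count in a group depend on the prior count and are no bounds.

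The test of the difference between times addressed which responses to TGF-β1 shrank, grew or turned. The response differed by more than 2-fold for 227 genes (edgeR adjusted p under 0.05), and it was smaller in size at 72 h for 127 and larger for 100. IL11 lost most of its rise, with a log2 difference of -3.25 ± 0.15 (adjusted p = 7.1e-16), as did TSPAN2 (-2.95 ± 0.22) and WNT9A (-2.75 ± 0.39). Against controls of the same time, WNT11 (2.15 ± 0.29) and GPRIN3 (1.73 ± 0.30) rose by more at 72 h. CXCL6 (-2.84 ± 0.16), SERPINB2 (-2.31 ± 0.17) and ENPP2 (-2.36 ± 0.19) fell by more. WNT11 had 349, 302 and 354 reads with TGF-β1 at 12 h and 238, 256 and 204 at 72 h. Its controls had 97, 86 and 96 reads at 12 h and 17, 19 and 7 at 72 h. The larger change of WNT11 thus came with lower controls, not with a higher level under TGF-β1. The taurine transporter SLC6A6 fell at 12 h (-1.28 ± 0.07) and rose at 72 h (0.75 ± 0.08), and the neural adhesion gene NCAM2 did likewise (-1.17 ± 0.20 and 0.86 ± 0.16). The reverse held for FGF2, a fibroblast growth factor (0.74 ± 0.05 and -0.52 ± 0.05), and for PTGES (1.10 ± 0.08 and -0.60 ± 0.10). KISS1, a neuropeptide precursor, rose at 72 h (2.46 ± 0.45) and did not pass at 12 h (-0.10 ± 0.25), with a difference of 2.57 ± 0.52. Without 72 h control replicate 1 its change at 72 h was 3.16 and the difference 3.26. Reads of KISS1 in controls were 151, 128 and 113 at 12 h and 9, 5 and 1 at 72 h. With TGF-β1 they were 93, 88 and 131 at 12 h and 22, 20 and 30 at 72 h, so its level was lower at 72 h in both arms. What part the controls had in the 100 larger responses was not tested.

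The comparison of controls at 72 h with controls at 12 h gave the background drift of unstimulated cells. Genes of the amino acid stress response rose, and genes of cell division and cholesterol synthesis fell. TRIB3 (log2 4.56 ± 0.10 SE) and CHAC1 (4.59 ± 0.13), both targets of the stress factor ATF4, were among the largest rises with the protease PAPPA2 (4.94 ± 0.12). The vitamin D-degrading enzyme CYP24A1 (-5.14 ± 0.24), FAM111B (-4.49 ± 0.22) and the lipase LIPG (-3.63 ± 0.13) were among the largest falls. In all 2000 genes were DEGs, 898 higher and 1102 lower, against 602 higher and 1491 lower under scaling by library size alone, which moved the median of all genes to -0.20. At any size 3647 genes rose and 3864 fell, together 47.4% of those tested.

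Among serine synthesis and ATF4 targets, 19 of 20 rose, 0 fell and 1 did not pass (19 and 0 adjusted over the list alone), with a median of 2.28 (adjusted p = 6.2e-18, and 0.0148 with an estimated correlation). Every one of the 36 tested S and G2/M genes fell (0 and 36 adjusted over the list alone; median -1.86, adjusted p = 1.3e-22, and 0.0148 with an estimated correlation), and so did all 20 genes of cholesterol synthesis and uptake (0 and 20 adjusted over the list alone; median -1.85, adjusted p = 6.0e-18, and 3.7e-04 with an estimated correlation). Wnt ligands and targets were called downward, and 2 of 23 rose, 15 fell and 6 did not pass (2 and 16 adjusted over the list alone, adjusted p = 2.1e-04, and 0.0148 with an estimated correlation). Tests of lists were not part of the plan for this comparison that was fixed before the data were examined.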

Values the study reported

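The study called genes differentially expressed at a 2-fold change and an adjusted p of 0.05. Over both times it counted 742 such genes, of which 364 were found at 12 h alone, 208 at 72 h alone and 170 at both. It counted 29 transcription factors among them and placed FOXS1 in a cluster of 11 genes.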

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

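The response to TGF-β1 at 72 h was tested against that at 12 h for each gene, and results are listed here because that difference passed. The test of genes was planned, and the tests of lists for this difference were not. The settings without the third control library of both times and with DESeq2 at its default level were chosen only after the result was seen. The difference passed for 227 genes at more than 2-fold. Of 250 named genes tested, 56 were among them, 33 with a smaller and 23 with a larger change at 72 h, and for 25 the fitted changes at the 2 times had opposite signs.

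Of the 37 lists, 10 differed between times. Secreted profibrotic mediators had a median difference of -0.58 (adjusted p = 4.4e-08, and 0.0253 with an estimated correlation), complement and coagulation of -0.45 (1.6e-07 and 0.00813), chemokines and inflammatory cytokines of -0.46 (6.5e-05 and 0.0114), unfolded protein response and secretory chaperones of -0.18 (1.8e-05 and 0.0388) and the FOXS1 expression cluster of -2.00 (4.7e-06 and 0.0111). The cluster list holds only the members that the study's text names and was chosen on these libraries, and complement and chemokines were listed here in view of its results, so these are not independent evidence. Cholesterol synthesis and uptake differed the other way, by 0.28 (5.8e-06 and 0.0111). Calls lost with an estimated correlation were those for serine synthesis and ATF4 targets (-0.36, adjusted p = 3.9e-07, and adjusted p = 0.107 with an estimated correlation), contractile cytoskeleton (-0.15, 0.0228 and 0.681), S and G2/M cell cycle genes (0.20, 0.00196 and 0.367) and interferon-stimulated genes (0.31, 0.0455 and 0.367).

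Among genes higher with TGF-β1 at 12 h, the log2 change at 72 h was lower by the following differences. They were -3.25 for IL11, -3.20 for KANK4, -2.95 for TSPAN2, -2.75 for WNT9A, -2.45 for the integrin activator FERMT1, -2.32 for the integrin gene ITGB6 and -2.00 for ESM1. For ligands they were -2.14 for CCL20, -1.35 for TGFB2, -1.27 for FGF2, -1.24 for IL33, -1.03 for BMP6 and -1.62 for INHBE. They were -1.69 for PTGES, -1.30 for PTGS2, -1.62 for the glycolytic regulator PFKFB4, -1.36 for CHAC1, -1.11 for ADM2, -1.09 for SLC7A5 and -1.04 for TNC. Reads of CHAC1 in controls rose from 90, 58 and 64 at 12 h to 1470, 1439 and 1152 at 72 h. With TGF-β1 they rose from 147, 145 and 165 to 1128, 1231 and 1065. ADM2, SLC7A5 and INHBE also rose over time in both arms. For these genes the smaller change came with a larger rise of the controls, not with a lower level under TGF-β1. Controls of the serine synthesis and ATF4 list rose by a median of 2.28. The transcription factors MSX2 and PKNOX2 differed by -2.21 and -1.38. The rise at 12 h was not called for MSX2 without 12 h control replicate 1 (adjusted p = 0.0741) or TGF-β1 replicate 1 (0.0787), nor for INHBE without 12 h control replicate 1 (0.0612) or TGF-β1 replicate 3 (0.127) or with DESeq2 on the 6 libraries compared (0.0898).

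Genes with a deeper fall at 72 h differed by -3.71 for AADAC, -2.84 for CXCL6, -2.36 for ENPP2, -2.31 for SERPINB2, -2.07 for the prothrombinase FGL2, -1.88 for LRRN4, -1.50 for CXCL1 and -1.30 for PLEKHG4. The differences were -1.22 for DPP4, -1.10 for PLIN2, -1.09 for TNXB and -1.06 for CYP26B1. AJAP1 fell at 72 h (-2.32, and -3.00 without TGF-β1 replicate 3 of 72 h) and did not pass at 12 h (0.36), a difference of -2.68. The ammonia transporter RHCG rose at 12 h (0.89) and fell at 72 h. Its call at 12 h ended without 12 h control replicate 3 (adjusted p = 0.0835), without TGF-β1 replicate 1 (0.0532) or 2 (0.0533) of 12 h and without the third control library of both times (0.0631). The fitted difference was -6.11, which is no bound, since the gene had no count with TGF-β1 at 72 h. The 72 h controls held 13 counts. With a floor of 3 counts over the TGF-β1 group, RHCG was 3.71-fold lower there on the TMM scale. The error of the 13 control counts is left out, so this value is no bound either.

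Genes whose fall at 12 h was smaller or had turned by 72 h differed by 2.86 for VWA5A, 2.03 for NCAM2, 2.03 for SLC6A6, 1.96 for STMN3, 1.90 for EXTL1, 1.92 for the endothelial gene PECAM1 and 1.73 for ROBO4. The differences were 1.53 for ANK3, 1.52 for FAM111B, 1.31 for METTL7A, 1.26 for CAVIN2, 1.21 for ARNT2, 1.18 for the interferon-induced gene IFIT1 and 1.13 for ID1. The fall of FAM111B at 12 h was not called without 12 h control replicate 3 (adjusted p = 0.0565) or TGF-β1 replicate 3 (0.123). Its rise at 72 h (1.02) was not called with limma-voom (0.139), with only the 6 libraries compared (0.134) or with DESeq2 on those (0.270). That call ended too without 72 h control replicate 1 (0.0998) or 2 (0.103) or TGF-β1 replicate 3 of 72 h (0.146). Against controls of the same time, WNT11 (2.15) and GPRIN3 (1.73) rose by more at 72 h. KISS1 (2.57) and MAMDC2 (2.05) rose at 72 h and did not pass at 12 h. The acute-phase gene SAA1 (1.71) and the antiviral gene MX1 (2.36) did not pass at 12 h.

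Under 23 other settings 48 of the 56 genes kept an adjusted p under 0.05 wherever they were tested, and none changed sign. The other 8 lost it in at least 1 setting, with adjusted p in parentheses. KANK4 lost it without 72 h control replicate 1 (0.0778). ITGB6 lost it with limma-voom (0.112), without 72 h control replicate 2 (0.176), without 72 h control replicate 3 (0.105), without 72 h TGF-β1 replicate 3 (0.0535) and without the third control library of both times (0.107). METTL7A lost it without 12 h control replicate 2 (0.0529), without 12 h TGF-β1 replicate 3 (0.0865), without 72 h control replicate 2 (0.0606) and without 72 h TGF-β1 replicate 3 (0.124). PECAM1 lost it without 72 h TGF-β1 replicate 1 (0.0559) and without the third control library of both times (0.0670). SAA1 lost it with limma-voom (0.0669), without 12 h control replicate 1 (0.0833), without 12 h control replicate 2 (0.0817), without 12 h TGF-β1 replicate 2 (0.0533), without 12 h TGF-β1 replicate 3 (0.0811), without 72 h control replicate 3 (0.0780), without 72 h TGF-β1 replicate 1 (0.0782) and without 72 h TGF-β1 replicate 2 (0.0756). MX1 lost it with DESeq2 on all 12 libraries at its default filter level (0.0516), with limma-voom (0.245), without 12 h control replicate 1 (0.0522), without 12 h control replicate 3 (0.143), without 12 h TGF-β1 replicate 1 (0.10), without 12 h TGF-β1 replicate 2 (0.118), without 12 h TGF-β1 replicate 3 (0.0588), without 72 h control replicate 1 (0.115), without 72 h control replicate 2 (0.0852), without 72 h TGF-β1 replicate 1 (0.205), without 72 h TGF-β1 replicate 3 (0.102) and without the third control library of both times (0.0594). INHBE lost it with DESeq2 on all 12 libraries (0.106), with DESeq2 on all 12 libraries at its default filter level (0.110), without 12 h control replicate 1 (0.0911), without 12 h control replicate 2 (0.0754) and without 12 h TGF-β1 replicate 3 (0.165). FGL2 lost it with limma-voom (0.0801). Among all settings the difference spanned -2.83 to -1.18 for INHBE and -6.60 to -3.69 for RHCG. Leaving out 1 library moved it to -4.37 for KANK4 (without 12 h control replicate 2), -3.10 and -4.30 for AADAC (without TGF-β1 replicates 2 and 3 of 72 h), 3.26 for KISS1 (without 72 h control replicate 1) and -3.36 for AJAP1 (without TGF-β1 replicate 3 of 72 h).

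For 127 of the 227 genes the change was smaller in size at 72 h. With all libraries thinned to 16.4 M counts, 91.3% of them were called again. The thinned reads are part of those on which these genes were chosen. Mean totals were 20.1 M in controls and 18.4 M with TGF-β1 at 12 h, and 18.4 and 16.9 M at 72 h. Thinning thus had little to correct, and no conclusion on depth is drawn from it. The control level had moved toward the treated level for some genes. The median share of the loss that came from the controls was 31.2% (95% bootstrap interval 12.6% to 46.5%, across genes that are not independent). That argues against the control level as the main source for most of these genes, although the share was above 50% for 50 genes. Genes that move together would widen the interval, whose upper end lies near 50%. Of 100 splits that exchange times within controls and within treated libraries, 7 gave as many genes as the real one (227, highest other 4995). Each of the 6 others kept an arm wholly by time, so that the change with time in that arm entered the difference. The planned reading of 7 of 100 goes with chance. Since each of those 6 splits carries a change with time, the count cannot decide on chance. The F test of the difference gave 1287 genes at an adjusted p under 0.05, 8.13% of those tested. In the simulated data 0.0832% and 0.0320% of unchanged genes were called at 12 h and 72 h, though the difference was not simulated. Leaving out each library in turn gave 202 to 228 differences. For the genes as a set, the F test argues against independent spread of the size fitted between these libraries. Spread shared by the libraries of a group is not excluded by these values. They do not settle single genes. A response that fades with time, as a hypothesis, may account for part of the pattern and cannot be parted here from the second dose at 48 h, which only the 72 h cells received.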

How the results depend on the processing

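The counts of DEGs kept within 1.5 times the values reported under DESeq2, limma-voom, the other scalings, no filter, protein-coding genes only and a replicate block. List counts, rerun only with relative log expression factors, library size alone, a mean of at least 50 counts, the block and fewer libraries, ran from 15 to 18. No call of a named gene or list reversed. Leaving out the third control library of both times, and DESeq2 at its default filter level, were chosen after the data were seen. A mean of at least 50 counts, which tests fewer genes, gave 325 DEGs at 12 h, 291 at 72 h and 1194 between controls. The test against a 2-fold change, stricter by construction, gave 167, 138 and 901, with 27 for the difference between times and 59 shared. Without a fold threshold, looser by construction, 3753, 2310 and 7511 genes passed, with 1287 for the difference and 1451 shared. With an estimated correlation camera called 9 lists at 12 h and 9 at 72 h, and fry, which asks another question, called 30 and 28. Leaving out each library in turn gave 550 to 614 DEGs at 12 h, 424 to 473 at 72 h, 1864 to 2052 between controls, 202 to 228 differences, 189 to 209 shared DEGs, and 15 to 17 lists at each time. Without the third control of both times there were 583, 439 and 1862 DEGs, 215 differences and 202 shared. DESeq2 on the 6 libraries compared gave 517 DEGs at 12 h, 372 at 72 h and 170 shared, and 530, 379 and 171 at its default level. Replicate numbers gave no clear pairing of libraries. Residuals of the same number correlated across genes at -0.04 to 0.11, and those of other numbers at -0.08 to 0.05 (genes are not independent). The value of 0.11 was that of the third controls of both times, and 7 of 12 libraries matched best with their own number. The block (603 and 460 DEGs) is therefore not taken as a pairing. Of the settings tried for named genes, 118 at 12 h and 138 at 72 h ended a call, 19 and 31 gave one, and 6338 and 6291 did neither. Where a call ended the cause was not tested. Depth limits low genes most, and 27262 genes without a count could not be tested.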

Other observations

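The splits of the libraries were planned, while the comparison with secretory chaperones and the split of the tests of the third controls by time, with both tests for the 72 h library, were chosen only after the result was seen. Unstimulated cells changed in more ways between 12 h and 72 h. Of glycolysis and hypoxia response genes, 23 of 29 rose, 3 fell and 3 did not pass (23 and 3 adjusted over the list alone, median 0.73, adjusted p = 1.4e-07), though adjusted p = 0.149 with an estimated correlation. Of fibrillar collagens and matrix proteins, 26 of 35 rose, 5 fell and 4 did not pass (26 and 5 adjusted over the list alone, median 0.55, adjusted p = 2.1e-07), though adjusted p = 0.0590 with an estimated correlation. Of YAP/TAZ targets, 13 of 16 rose, 0 fell and 3 did not pass (13 and 0 adjusted over the list alone, adjusted p = 4.5e-07), though adjusted p = 0.0783 with an estimated correlation. Of NF-kB target and innate sensing genes, 17 of 24 rose, 3 fell and 4 did not pass (17 and 3 adjusted over the list alone, adjusted p = 6.1e-05, and 0.0148 with an estimated correlation), and of chemokines 14 of 27 rose, 1 fell and 12 did not pass (14 and 1 adjusted over the list alone, adjusted p = 0.00208, and 0.0315 with an estimated correlation). These rises in controls are opposite in direction to the change of the same lists with TGF-β1. The 72 h controls enter the change over time and the response at 72 h with opposite signs, so opposite directions there are partly built in. How large that part is was not tested. Both lists were drawn up in view of the study's results, so they are not independent evidence. Of complement and coagulation genes, 11 of 23 rose, 5 fell and 7 did not pass (11 and 5 adjusted over the list alone, adjusted p = 0.00439, and 0.0361 with an estimated correlation), and of ABC transporters 10 of 16 rose, 1 fell and 5 did not pass (10 and 1 adjusted over the list alone, adjusted p = 3.1e-04, and 0.0361 with an estimated correlation), with the same reserve.

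Mesothelial markers were lower in the 72 h controls, and 0 of 13 rose, 8 fell and 5 did not pass (0 and 8 adjusted over the list alone, median -1.28, adjusted p = 4.3e-04), though adjusted p = 0.0662 with an estimated correlation. The lists of other cell-type markers were not called. Of endothelial markers, 1 of 9 rose, 4 fell and 4 did not pass (2 and 4 adjusted over the list alone, adjusted p = 0.233), of pericyte markers 3 of 11 rose, 6 fell and 2 did not pass (3 and 6 adjusted over the list alone, adjusted p = 0.154), and the macrophage marker CSF1R fell (-1.56 ± 0.25 SE; list adjusted p = 0.140). For integrins and focal adhesion, 6 of 23 rose, 14 fell and 3 did not pass (7 and 14 adjusted over the list alone, adjusted p = 0.0416), though adjusted p = 0.0952 with an estimated correlation. Calls upward that were lost with an estimated correlation were also made for SMAD2/3 feedback and direct target genes (adjusted p = 0.0121, and 0.123 with an estimated correlation), the contractile cytoskeleton (0.0206 and 0.465), interferon-stimulated genes (0.0135 and 0.230) and glucocorticoid and FOXO targets (0.0158 and 0.0783), and for collagen processing and crosslinking (0.0135 and 0.323), whose median changes sign under scaling by library size alone. The FOXS1 expression cluster was called downward (0.0462, and 0.123 with an estimated correlation), a partial list chosen on these libraries.

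The rise of serine synthesis and ATF4 targets in the 72 h controls had a median of 2.28 over its members (SD 1.29). A few abundant genes took a larger share of the counts at 72 h. With the 10 most abundant genes taken out before scaling the median was 2.28 ± 0.30 (SE), and under scaling by library size alone it was 2.08. A larger share of a few genes lowers that of the others, so this test could not have shown it as the source of a rise. No conclusion is drawn from it. Secretory chaperones had a median of -0.17 (SD 0.63), which argues against a general rise of the stress response of the endoplasmic reticulum. Of the 10 splits of the 6 control libraries only the real one, 1 split, gave as many DEGs (1932, highest other 0), too few splits for a share under 0.05. A candidate explanation is depletion of amino acids or other nutrients over 72 h of culture, which the design confounds with time and which stays untested.

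The third control library stood apart from the other pair of its group, by a ratio of chi-square per degree of freedom of 3.85 at 12 h and 2.09 at 72 h. Without mitochondrial genes the ratio was 2.91 at 12 h and 1.79 at 72 h, so a higher mitochondrial share is argued against as the whole source at 12 h, while at 72 h the value falls between the bounds set for either reading and the question stays open. With the libraries of 12 h thinned to equal totals it was 3.61, which argues against depth there. At 72 h thinning, which had little to correct, left it at 2.09 and decides nothing. The third control held 18.4 M counts, between the 18.8 and 17.9 M of the others, which argues against its depth as what sets it apart, a test chosen with the totals already known. No biological explanation was tested. With TGF-β1 at 72 h replicate 3 also differed from its group. Its score on principal component 4 was 34.3, against -23.3 and -20.9 for replicates 1 and 2. Its chi-square per degree of freedom was 4.40 and 4.91 with replicates 1 and 2, against 3.23 between those. The source of that difference was not tested.

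Splits of the 6 libraries of a time number 10, too few for a share under 0.05. At 12 h only the real split, 1 of 10, gave as many DEGs (600, highest other 0), and likewise at 72 h (427, highest other 0). For lists the real split called 16 at 12 h (highest other 6) and 16 at 72 h (highest other 4). For DEGs shared by both times, 1 of 100 pairs of splits, the real one, shared as many (192, highest other 0). No other split had a DEG to share, so this count of pairs decides nothing.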
